A study of Mus musculus with 4 samples. Its data were reported in "Lamin B1 is required for mature neuron-specific gene expression during olfactory sensory neuron differentiation" (2017).

How the data were processed

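RNA-seq was performed on Tomato-positive cells sorted from the regenerated olfactory epithelium of 4 mice, 1 mouse per sample. Tomato is a red fluorescent protein that marks horizontal basal cells, a resident stem cell population, and their progeny after Cre recombination. Of the samples, 2 were mutant (Lmnb1-/-) and 2 were control (Lmnb1+/-). The mice had received 50 mg/kg methimazole, a drug that damages the epithelium, and had recovered for 4 weeks. Per the design text of the GEO series, mice were handled as 2 experimental groups, and every mutant was matched to the control of its own experimental group in family background, handling and library work, but not to the samples of the other. Samples are named here by genotype and experimental group, so that control 1 and mutant 1 form experimental group 1.

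The deposited values are raw read counts per gene symbol, made by the authors with HTSeq in its intersection-nonempty mode. The authors depleted ribosomal RNA before library preparation and treated the RNA with DNase. Single-end reads that matched ribosomal RNA were removed with Bowtie2, and the remainder were quality filtered and aligned with TopHat to the mm10 mouse genome. Each file listed 23337 gene symbols followed by 5 tally lines for alignments that were not assigned to a gene. The tally lines were left out of library sizes and tests. HTSeq sets aside reads with more than one alignment, so counts of near-identical genes such as Mup, Obp and Olfr family members are uncertain. Gene length, GC content and coordinates were taken from GENCODE annotation of the same genome build, in which 98.01% of symbols were matched, 20953 by current symbol and 1920 by an older one.

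Genes with more than 1 CPM (a count scaled to the library total, as in edgeR) in at least 2 samples were tested with edgeR 4.0.16 in R 4.3.3. Trimmed mean of M-values (TMM) factors were applied, common, trended and tagwise dispersions were estimated, and a negative binomial model with genotype and experimental group was fitted. The genotype coefficient was tested with the likelihood-ratio test and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The test, filter and model terms follow the study's methods, except that the study's printed code kept the tally lines in its library sizes, filter and test. Standard errors (SE) of log2 fold changes are Wald errors from the model weights, and none is given for genes without counts in both controls. Ratios within an experimental group were computed on log2 CPM with a prior count of 2. They rest on 1 mutant and 1 control and carry no test.

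Gene lists were written before the files were examined. For 3 lists, the share of genes past the threshold in 1 direction was compared with that of the other tested genes by a two-sided Fisher's exact test. The direction was lower for olfactory transduction and odorant receptor genes and higher for lipocalins. For each list, the median log2 fold change was placed among those of 10000 random lists of the same size matched on mean expression in 20 bins. limma 3.58.1 camera was run on the same model for 17 lists with Benjamini-Hochberg adjustment. Genes named in the text were chosen by a rule fixed beforehand. They are a fixed panel, the 5 genes with the smallest p and the 5 with the largest change in each direction among genes past the threshold with the same sign in both experimental groups, and members of the lists past the threshold.

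The tests were tried on simulated counts with 200 changed genes. The likelihood-ratio test recovered 87.5% of them with 5.91% false calls, the quasi-likelihood test 86.5% with 1.70% false calls, and DESeq2 79.5% with 1.85% false calls. Every simulated gene had the same dispersion, and genes of low expression were not changed. The simulated changes were also larger than the median log2 fold changes of the genes called here (-0.87 for lower and 0.84 for higher genes). These rates need not hold for the real counts. Alternatives fixed beforehand were edgeR's quasi-likelihood test, DESeq2 1.42.0, a model without the replicate block, relative log expression (RLE) factors, no filter on low counts, a CPM above 1 in all 4 samples, counts thinned to the smallest library of 14833396, smooth offsets on gene length and GC content with 4 degrees of freedom, and each experimental group alone. Genes that DESeq2 leaves without an adjusted p were counted as not passing. Keeping the tally lines as genes, and subtracting a background from mutant 1, were chosen after seeing the data.

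Gene counts summed to 14833396 to 23704638 per sample. At these totals 3 counts, the smallest number taken as detected, correspond to 0.127 CPM in control 1 and 0.202 CPM in mutant 2. Intervals on shares are 95% Wilson intervals. Intervals and floors cover counting error only, because reads without molecular identifiers are not independent molecules. With 2 samples per genotype, no permutation of the labels could reach the threshold, and all tests rest on the dispersion shared across genes.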

Results

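Gene expression was measured by RNA-seq in Tomato-positive cells of the regenerated olfactory epithelium from 2 Lmnb1+/- control mice and 2 Lmnb1-/- mutant mice. Reads assigned to genes numbered 23704638 in control 1, 21382910 in control 2, 22147545 in mutant 1 and 14833396 in mutant 2. Mutant 1 differed from the other samples in composition. Only 1603 of its genes had 0 counts, compared with 6053 in control 1, 5184 in control 2 and 5173 in mutant 2. Reads outside annotated genes made up 39.4% of uniquely aligned reads in mutant 1 (95% Wilson interval 39.39 to 39.43), compared with 23.8% in control 1, 24.9% in control 2 and 22.1% in mutant 2. No pair of samples agreed within sampling noise, since chi-square per degree of freedom ranged from 41.9 for control 2 and mutant 2 to 251 for control 1 and mutant 2. All 4 samples were therefore kept as separate libraries.

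The targeted gene was examined first. Lmnb1 lies on chromosome 18 at 56707813 to 56753424 (mm10), and its transcript of 2843 bp has 11 exons. The floxed exon, exon 2, spans 56728401 to 56728557 and makes up 5.52% of the transcript. The deposited count is summed over all exons of the gene. Lmnb1 had 477 counts in control 1, 395 in control 2, 326 in mutant 1 and 149 in mutant 2. Its log2 fold change was -0.72 (SE 0.31), with a ratio of -0.54 in experimental group 1 and -0.89 in experimental group 2. Although lower in both mutants, Lmnb1 did not pass the threshold (edgeR adjusted p = 0.195). The related lamin genes Lmnb2, on chromosome 10, and Lmna, on chromosome 3, changed by -0.02 (SE 0.17) and 0.12 (SE 0.17), and neither passed (edgeR adjusted p = 0.987 and 0.849).

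To ask which genes depend on lamin B1 in these cells, mutants were compared with controls across 15438 tested genes. In the model with experimental group as replicate block, 664 genes were lower and 197 were higher in mutant cells at an edgeR adjusted p under 0.05. Without the replicate block, 0 genes were lower and 6 were higher, and 348 genes had an unadjusted p under 0.05 compared with 2460 with the block. The pairing is taken from the labels. Across genes, deviations of same-numbered samples from their genotype means were correlated with r = 0.52, and those of samples with different numbers have the opposite sign because each genotype has 2 samples. Genes are not independent replicates. Experimental group itself separated the samples more than genotype, with 4885 genes past the threshold for that coefficient, and the first principal component, with 58.8% of the variance, placed both samples of experimental group 1 apart from both of experimental group 2. Genes past the threshold had ratios of the same sign in both experimental groups in every case. The calls rest on the same samples as these ratios, so the shared sign is not separate replication. The median ratio of the 664 lower genes was -0.67 in experimental group 1 and -1.10 in experimental group 2, and 549 of them fell further in experimental group 2. The median ratio of the 197 higher genes was 0.86 and 0.83.

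**Figure D1:**
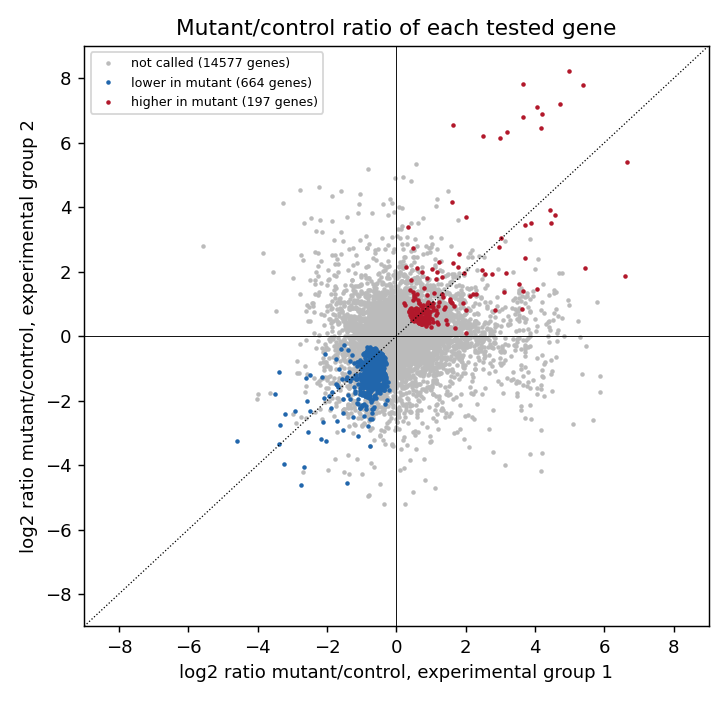
Each point is 1 of 15438 tested genes, with its log2 mutant/control ratio in experimental group 1 on the x axis and in experimental group 2 on the y axis; blue marks the 664 lower genes, red the 197 higher genes, and the dotted line equal ratios. Most blue points lie below the dotted line, and the points with the largest increases are mostly above it.

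The lower genes with the smallest p were C130074G19Rik, Apba1, Rtn4rl1, Lrrc3b and Olfr536. Their log2 fold changes lay between -1.48 for Olfr536 and -1.30 for Apba1. C130074G19Rik, on chromosome 1 at 184871926 to 184883218, fell by 1.40 on the log2 scale (SE 0.18, edgeR adjusted p = 3.47e-11), from 77.3 and 60.3 CPM in the controls to 32.9 and 20.2 CPM in the mutants. The higher genes with the smallest p included Mup4, Gm14744, Lcn11 and Gm14743. Mup4, on chromosome 4 at 59956804 to 59960710, rose by 6.53 (SE 0.40, edgeR adjusted p = 6.22e-34), from 8.86 and 1.19 CPM in the controls to 370 and 287 CPM in the mutants. The largest decreases were in Olfr1280, Olfr735, Olfr1346, Olfr279 and Ccl11, all with fewer than 11 CPM in any sample. Of these, Olfr1280, Olfr735, Olfr1346 and Ccl11 did not pass under edgeR's quasi-likelihood test (adjusted p = 0.113, 0.142, 0.0777 and 0.0669). None of these decreases, Olfr279 included, passed under DESeq2. Here and for the increases below, genes that DESeq2 leaves without an adjusted p count as not passing. For such genes, not passing is no contrary test result. The largest increases included those in Abpa, Gucy2f and Irx2, which had 0 counts in both controls, so that the size of their change is not defined by the counts. Abpa had 225 counts in mutant 1 and 59 in mutant 2. It passed under the quasi-likelihood test (adjusted p = 0.0129) but not under DESeq2. Gucy2f and Irx2 passed under neither (quasi-likelihood adjusted p = 0.0788 and 0.0939).

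Genes of olfactory signal transduction were examined because they are characteristic of mature olfactory sensory neurons. Of 14 such genes, 11 were lower in mutant cells and 0 were higher, and all 14 had a negative fold change in both experimental groups (odds ratio 82.8, Fisher's exact test, two-sided, p = 2.78e-13, adjusted p = 4.17e-13 over 3 lists). This list was taken from the study of the same 4 libraries, so the p is not independent evidence. Omp, the olfactory marker protein gene on chromosome 7, had 9665 CPM in control 1, 3267 in control 2, 5359 in mutant 1 and 912 in mutant 2, a log2 fold change of -1.35 (SE 0.35, edgeR adjusted p = 0.00714). Omp kept its direction and did not pass under DESeq2 (adjusted p = 0.0674), without a filter on low counts (edgeR adjusted p = 0.609), with CPM above 1 in all 4 samples (edgeR adjusted p = 0.0544) or without the replicate block. The adenylyl cyclase gene Adcy3, on chromosome 12, fell by 1.29 (SE 0.28, edgeR adjusted p = 0.000583). Gnal, Cnga2 and Ano2 had log2 fold changes of -1.35, -1.29 and -1.37, and under DESeq2 Gnal and Ano2 did not pass (adjusted p = 0.104 and 0.0822). With no filter on low counts, Adcy3, Gnal and Cnga2 did not pass (edgeR adjusted p = 0.331, 0.330 and 0.316), whereas Ano2 did (edgeR adjusted p = 0.0161). Without the replicate block 0 of the 14 genes passed, and without a filter on low counts 7 did. Mutant 1 still had more Omp than control 2, so controls and mutants overlapped across experimental groups.

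**Figure D2:**
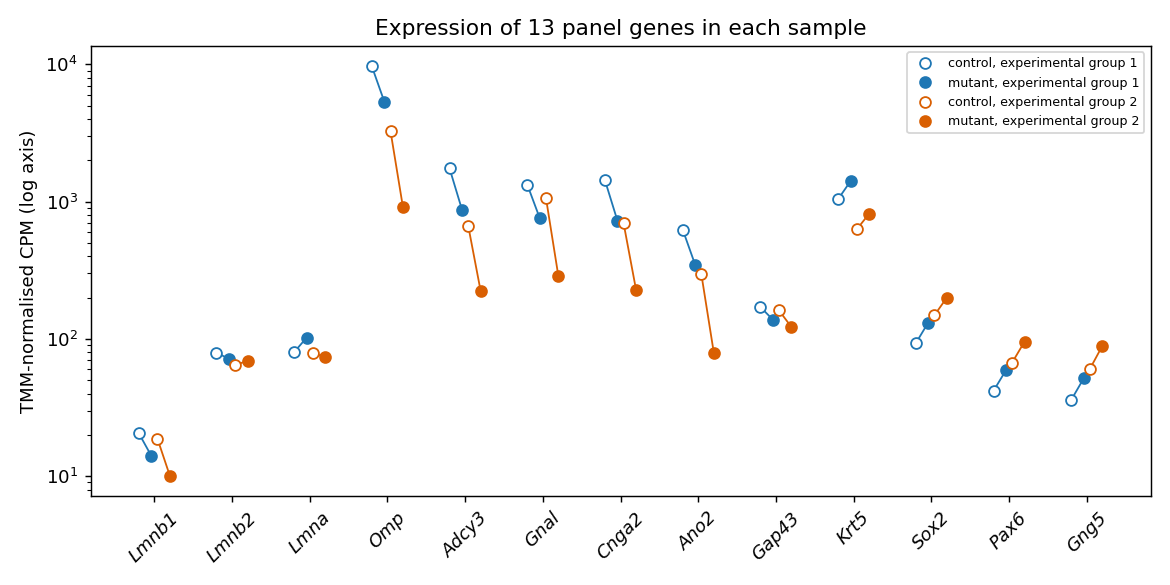
TMM-normalised CPM on a log axis for 13 genes in each sample, with open circles for controls, filled circles for mutants, blue for experimental group 1, orange for experimental group 2, and lines joining the control and mutant of an experimental group. Omp falls from 9665 to 5359 CPM in experimental group 1 and from 3267 to 912 CPM in experimental group 2, whereas Lmnb2 and Lmna move in opposite directions in the 2 experimental groups.

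Odorant receptors were examined because each mature neuron expresses a single receptor gene. Of 489 tested receptor genes, 34 were lower in mutant cells and 0 were higher (odds ratio 1.70, Fisher's exact test, two-sided, p = 0.00613, adjusted p = 0.00613 over 3 lists). The number depended on the test, with 11 under the quasi-likelihood test, 1 under DESeq2 and 0 without the replicate block. The enrichment of lower genes was not kept. The odds ratio was 0.686 under the quasi-likelihood test (Fisher's exact test, two-sided, p = 0.295). Under DESeq2, where genes left without an adjusted p count as not passing, it was 0.0557 (Fisher's exact test, two-sided, p = 8.94e-07). As a list, receptor genes were lower, with a median log2 fold change of -0.96 (-0.47 in experimental group 1, -1.28 in experimental group 2), below all 10000 random lists, and 404 of 489 had a negative fold change (limma camera adjusted p = 1.67e-09). The median stayed negative under every alternative fit, from -1.22 with tally lines kept to -0.58 without a filter on low counts. The receptor genes together had 2261 CPM in control 1 and 2113 CPM in mutant 1, a log2 ratio of -0.10, compared with 1724 CPM in control 2 and 699 CPM in mutant 2, a log2 ratio of -1.30. Olfr17, on chromosome 7, changed by -1.01 (SE 0.72) and did not pass (edgeR adjusted p = 0.583). Of 35 genes involved in receptor regulation, 11 were lower and 0 higher, namely Adcy3, Ebf4, Eif2ak3, Epha5, Gnal, Gng13, Kirrel2, Kirrel3, Rtp1, Rtp2 and S100a5. Of 42 tested nuclear lamina genes, 1 passed, Gmcl1, with a log2 fold change of -0.70 (SE 0.18, edgeR adjusted p = 0.00453). Without the replicate block neither list had a gene past the threshold.

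The lipocalin family, small secreted proteins that include odorant-binding and major urinary proteins, was examined because the study singled it out among higher genes. Of 20 tested members, 10 were higher and 2 were lower in mutant cells (odds ratio 81.2 for higher genes, Fisher's exact test, two-sided, p = 1.51e-14, adjusted p = 4.52e-14 over 3 lists). The family was singled out from the same 4 libraries, so this p describes them and is not independent evidence. The higher members included Lcn11, Lcn13, Lcn4, Mup4, Mup5, Obp1a, Gm14743, Gm14744 and Crabp2, with log2 fold changes from 0.68 for Crabp2 to 6.53 for Mup4. Across the 20 tested members the median log2 ratio was 0.48 in experimental group 1 and 2.05 in experimental group 2. Fabp7 and Apod were lower, by -1.04 and -1.32. Several of these genes have near-identical copies and their individual counts are uncertain. Lipocalin levels also varied between samples of one genotype, since Lcn11 had 516 counts in control 1 and 16 in control 2.

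Markers of each cell type were compared to place the changes within the lineage. Mature neuron markers had a median log2 fold change of -1.29 (-0.85 in experimental group 1, -1.71 in experimental group 2), below all 10000 random lists, and 18 of 19 genes were lower (limma camera adjusted p = 2.61e-26). Omp, Adcy3, Gnal, Cnga2, Cnga4, Cngb1, Ano2, Gng13 and Pde1c are also in the olfactory transduction list taken from the study. The p for mature neuron markers is therefore not fully independent evidence. Immature neuron markers had a median of -0.04, at the 46.2 percentile of random lists, and Gap43 changed by -0.35 (SE 0.19, edgeR adjusted p = 0.351). Of these 18 genes, 3 were lower and 0 higher, namely Stmn4, Ddit3 and Dcx with log2 fold changes of -1.01, -0.67 and -0.63 (edgeR adjusted p = 0.000119, 0.0327 and 0.0148). Medians were 0.43 for progenitor markers, 0.43 for horizontal basal cell markers and 0.26 for sustentacular cell markers, at percentiles of 99.97, 99.99 and 99.88, with camera adjusted p of 0.000442, 3.88e-06 and 0.00489. In these 3 lists few single genes passed, namely Kit and Hes6 among progenitor markers and Krt15 and Egfr among horizontal basal cell markers. Ciliated cell markers fell, with a median of -0.63 (-0.46 in experimental group 1, -0.76 in experimental group 2). That median lay at the 0.03 percentile of random lists (limma camera adjusted p = 1.20e-05). Of the 11 tested ciliated cell markers, 3 were lower and 0 higher, namely Foxj1, Tekt1 and Ccdc40. Krt5, Sox2 and Kdm1a did not pass (edgeR adjusted p = 0.514, 0.147 and 0.835), although Krt5 and Sox2 passed under DESeq2 (adjusted p = 0.0105 and 0.0478). Cell cycle genes had a median of 0.76, above all 10000 random lists, and 11 of 30 were higher. Pax6 and Gng5 rose by 0.50 and 0.54 (edgeR adjusted p = 0.0435 and 0.0280), and neither passed under edgeR's quasi-likelihood test (adjusted p = 0.0678 and 0.0564), under DESeq2 (adjusted p = 0.121 and 0.107) or without the replicate block. Pax6 also did not pass without a filter on low counts, after thinning, or with GC and length offsets (edgeR adjusted p = 0.0561, 0.0841 and 0.0632).

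**Figure D3:**
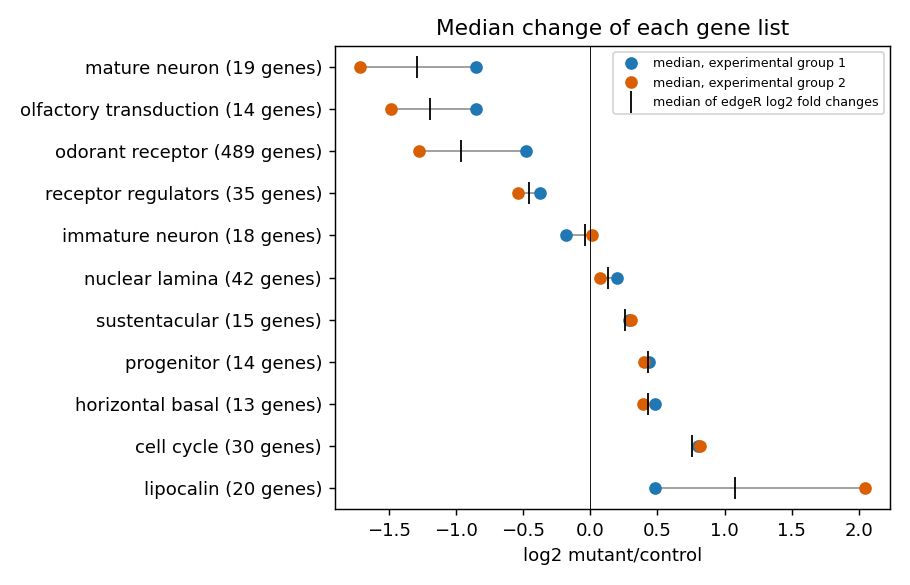
Median log2 mutant/control change of 11 gene lists on the x axis, with blue points for experimental group 1, orange points for experimental group 2 and black ticks for the median of the edgeR fold changes; the number of tested genes follows each list name. Mature neuron markers fall in both experimental groups (-0.85 and -1.71), cell cycle genes rise in both (0.80 and 0.82), and immature neuron markers lie near 0.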

Values the study reported

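The study reported 626 genes with lower and 185 genes with higher expression in mutant cells at an FDR under 0.05. It counted 27 odorant receptors, Olfr17 included, among the lower genes and 11 lipocalin superfamily members among the 185 higher genes. Of 35 genes linked to odorant receptor expression, 11 were reported as changed, whereas none of 45 nuclear lamina genes was. By antibody staining, 93.7% of Tomato-positive cells in mosaic mutant tissue lacked lamin B1. By PCR of cDNA from sorted cells, with a product downstream of the floxed exon, the study reported depletion of the Lmnb1 transcript in mutant cells.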

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

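All tests in this part were chosen after the results were seen.

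Reads outside annotated genes made up 39.41% of uniquely aligned reads in mutant 1, above both controls, in tallies that the comparisons do not use. The same library had fewer genes at 0 counts. Depth was tested by thinning every library to the smallest total, after which mutant 1 still had 1790 genes at 0 counts compared with 6111 in control 1 and 5338 in control 2. Derepression of silent genes in mutant cells was tested in mutant 2, with mutant 1 left out of the sets. It had counts at 12.9% of the genes that were silent in both controls, and control 1 and control 2 had counts at 8.05% and 13.1% of the genes silent in the other control and mutant 2. After thinning to equal depth the shares were 13.6% in mutant 2, 7.88% in control 1 and 11.8% in control 2, so that mutant 2 was above both controls, but above the higher of them by less than the 1.5 times set for this test. Across 3748 genes without counts in the other 3 samples, mutant 1 counts rose with exon length (Spearman's rho across genes 0.504), and their median density was 1.80 counts per kb, 0.608 times the 2.96 counts per kb predicted if the excess reads outside genes were spread evenly over the genome. Their pooled density, all counts over all exon length, was 3.54 counts per kb, above that prediction. Silent odorant receptor genes had a density similar to other silent genes (1.76 and 1.80 counts per kb). A candidate explanation is residual genomic DNA in the mutant 1 library, which these tests leave open and which the counts alone cannot settle against other evenly spread background. With this background subtracted 651 genes were lower and 215 higher, among them 640 of the 664 lower and 194 of the 197 higher genes.

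Markers of immune cells moved in opposite directions, with a median log2 ratio of -1.35 in experimental group 1 and 1.25 in experimental group 2. Of 17 genes, 15 fell in the former and rose in the latter. The median log2 CPM of these markers was 4.93 in control 1, 2.48 in control 2, 3.58 in mutant 1 and 3.50 in mutant 2. The controls therefore lay further apart than the mutants. The difference between the ratios rests on 1 mutant and 1 control in each experimental group and its dependence on genotype was not tested. The ratio in experimental group 1 was -1.34 after background was subtracted from mutant 1, but the subtraction hardly acted on these genes, so this says nothing about the cause. The median difference between experimental groups lay at the 100 percentile of random matched lists, which restates the observation. Varying amounts of RNA from immune cells among the sorted cells were therefore not put to a test that could decide. No biological explanation was tested.

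Lmnb2 had a log2 ratio of -0.15 in experimental group 1 and 0.12 in experimental group 2, and Lmna had 0.35 and -0.12. Immature neuron markers had medians of -0.18 and 0.01, and nasal gland genes 0.11 and -0.04. Each was picked out because the 2 experimental groups moved in opposite directions, and these differences were not tested. After background was subtracted from mutant 1, the ratios in experimental group 1 were -0.11 for Lmnb2, 0.39 for Lmna, -0.14 for immature neuron markers and 0.16 for nasal gland genes, so that the signs stayed opposite. All 4 values rose by a similar small amount, so the subtraction decides nothing for any of them. No biological explanation was tested. Replicate error was not tested for these small differences and they cannot be told apart from it.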

How the results depend on the processing

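Of 163 recomputed values for the counts of genes, the list medians and Lmnb1, 132 stayed within the limits set beforehand, 30 moved and 1 reversed. The count of lower genes ranged from 496 to 702 under the alternatives that kept the replicate block. Lmnb1 was lower under every alternative, with an adjusted p above the threshold in each fit, and from -0.89 to -0.54 in the 2 experimental groups taken alone.

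Without the replicate block the counts were 0 lower genes, 6 higher genes, 0 olfactory transduction genes, 0 odorant receptors, 0 receptor regulators, 0 lamina genes and 2 lipocalin genes, and 348 of all tested genes had an unadjusted p under 0.05. The 4885 genes that differ between experimental groups enter the residual spread of that model. Under the quasi-likelihood test 115 genes were higher and 11 odorant receptors were lower, and under DESeq2 1 odorant receptor was lower. Without a filter on low counts 7 olfactory transduction genes and 3 receptor regulators passed. Except for the block, the cause was not tested.

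List medians were set against the SD of the 2 experimental groups, which is 0.61 for mature neuron markers and 0.0072 for sustentacular cell markers. With 2 values this limit follows from the same values that each leave out one replicate, so whether a median stayed or moved reflects the limit as much as the size of the change. For sustentacular cell markers they were 0.27 under DESeq2, 0.25 without the replicate block, 0.27 with RLE factors, 0.28 without a filter, 0.21 with the replicate block and GC and length offsets, 0.27 with tally lines kept, 0.28 with background subtracted from mutant 1, and from 0.29 to 0.30 across the 2 values that each left out one replicate. For cell cycle genes they were 0.78 without a filter, 0.81 after thinning, 0.73 with GC and length offsets, 0.77 with background subtracted, and from 0.80 to 0.82 with one replicate left out. The progenitor median was 0.47 without a filter and from 0.40 to 0.44 with one replicate left out. The immature neuron median reversed without replicate 1, from -0.18 to 0.013 across the 2 values, and the cause was not tested.

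Among single genes, Lmnb2 reversed to 0.0072 without a filter, 0.032 with GC and length offsets, 0.0014 with background subtracted and 0.12 without replicate 1, and was -0.15 without replicate 2. Lmna reversed to -0.12 without replicate 1 and was 0.35 without replicate 2. Of 388 recomputed values for single genes, 303 were the same, 60 no longer passed, 2 newly passed (Krt5 and Sox2, both under DESeq2), 18 moved and 5 reversed. Of the 60, 24 came without the replicate block, 15 under DESeq2 and 10 under the quasi-likelihood test. The count of lower odorant receptors was 35 after thinning to the smallest library, compared with 34 at full depth. Counts of genes past a threshold with a replicate left out were not run, because 1 sample per genotype allows no test. Tally lines kept and background subtracted were chosen after seeing the data.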

Other observations

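Tests on length, gland cells, cell composition, dissociation, linked variation, sex and the crossed split were set before the data were examined, and those on the shared axis after the result was seen.

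Several explanations for the called genes were tested. With gene length and GC offsets 645 genes were lower, among them 601 of the 664 lower genes, so that length and GC did not account for most of these. Genes within 20 Mb of Lmnb1 were called no more often than others, 11 of 233 (Fisher's exact test, two-sided, p = 0.667). Y-linked genes were matched within experimental groups, with 250 CPM in control 2 and 217 CPM in mutant 2, and 2 counts in control 1 and 1 in mutant 1. Immediate-early genes were slightly lower in mutants, with a median of -0.22 at the 1.33 percentile of random lists, and a difference in dissociation may contribute, although 1 of these 19 genes passed. The crossed split, control 1 with mutant 2 against the others, called 1 gene with genotype as block. In that fit the difference between experimental groups, with 4885 genes past the threshold, enters the residual spread. The count for the crossed split is therefore low by construction and shows no stability.

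A smaller share of mature neurons among the sorted cells may account for part of the lower genes. The highest percentile among immature, basal and sustentacular lists was 99.99, for horizontal basal cell markers, as predicted for such a shift. By contrast, immature neuron markers did not rise. Ciliated cell markers fell (median -0.63). The study describes cilia on olfactory sensory neurons, so this list may not be separate from neurons. Its fall therefore does not argue against the explanation. Bulk counts cannot separate fewer mature neurons from lower expression per neuron, and the lower genes cannot be told apart from this explanation.

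RNA from nasal gland cells was tested for the lipocalin increase. The gland list had a median at the 82.2 percentile of random lists, which is not beyond the level set beforehand, although 4 of its 23 genes were higher, namely Car6, Bpifb9b, Muc5ac and Bpifb9a (log2 fold changes of 4.38, 1.42, 1.34 and 1.04), and 1 was lower, Bpifb3 (-1.12). The list is mixed. Dmbt1 and Bpifb9b had 403 and 73.0 CPM in control 1 but 19.1 and 3.19 CPM in control 2. Lcn11 differed likewise (22.3 and 0.762 CPM), whereas Bpifa1 went the other way (12528 and 59900 CPM). The median therefore cannot decide on RNA from a single kind of gland cell.

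Of the lower genes, 90.8% were also lower in experimental group 2 than in experimental group 1, compared with 51.8% of all tested genes. A shared axis of cell composition or maturity was tested by the correlation of both contrasts across called genes, which was weak (Pearson's r across genes 0.195) and below the 0.3 set for such an axis. It was 0.180 among lower genes and -0.42 among higher genes, so the pooled value mixes opposite relations. Genes are not independent replicates. Unequal noise among samples can move both the shares and the correlations. Of the 19 mature neuron markers, 18 were lower in experimental group 2 than in experimental group 1 (median log2 difference -1.36). Between control 2 and control 1 alone the median was -1.01. These values argue against noise as the only source for these markers. For the other lower genes as a set, the share was not tested against noise. Single genes among them passed the threshold for experimental group, such as Rtn4rl1 (log2 difference -1.34, edgeR adjusted p = 1.4e-10). Others did not, such as Olfr536 (log2 difference -0.15, edgeR adjusted p = 0.637).

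The study's printed code kept the tally lines as genes. With these lines kept, 625 genes were lower, 185 were higher and 27 odorant receptors were lower. The tally lines enter the library sizes, which raises the filter for experimental group 1, whose files hold the most non-unique alignments (68.3% and 62.7% of all tallied reads). With all symbols that begin with Olfr, pseudogenes included, the summed CPM was 2382 in control 1 and 2423 in mutant 1, so the small decrease in experimental group 1 depends on which symbols are counted. With background subtracted from mutant 1, the sum over receptor genes without pseudogenes was 1872 CPM there, a log2 ratio of -0.27 in experimental group 1, and 43 receptor genes were lower.

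1 nuclear lamina gene passed here. That is higher than the value quoted from the study above. Olfr17, which the study counted among its lower receptors, passed here in no fit that tested it. It has no value in the fit with tally lines kept. The study also counted fewer cells with a tagged allele of this receptor in mosaic mutant tissue, a measure that these counts do not test. For most odorant receptors, the study judged the variation among its samples too large for a conclusion.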
